A study of Mus musculus and Homo sapiens with 41 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

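The series holds CUT&Tag libraries of H2AK119ub from mESCs, mouse HSPCs and the human K-562 line and of BAP1 from WT mESCs. There were 41 libraries in 14 groups, 39 of H2AK119ub in groups of 3 and 2 of BAP1. Groups were taken from the labels alone (cell type, TET2 genotype, control or targeting RNA, antibody) and no library was left unassigned. They form 4 experiments, namely untransfected mESCs, siRNA-treated mESCs, HSPCs and K-562 cells.

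The authors trimmed reads with Trimmomatic 0.39 and mapped them with Bowtie2 2.4.1 to the mouse (mm10) or human (hg38) genome together with that of Drosophila, whose chromatin had been added in equal amount to each sample. They removed duplicates with Picard MarkDuplicates and called broad peaks in each library with MACS2 (broad mode, broad cutoff 0.01). The files deposited are these peak lists, one per library, as start and end positions. As deposited, each peak also carries a fold enrichment over the local background of its own library, which the authors computed with MACS2. The deposited −log10 p and −log10 q are means over the peak from the same program, and the deposited score is 10 times the −log10 q truncated to a whole number. These values are the authors', and they were used here only to filter or rank peaks within a list. The spike-in normalization that the authors describe acts on signal and is not part of the peak lists, so all values here are lengths and counts of listed peaks. No read counts or depths are given, so the sequencing depth of each library is unknown, and a stretch outside the peaks is listed at 0 whether it was unmarked or too thinly sequenced.

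Peaks on the autosomes, X and Y were kept. Peaks on Drosophila sequence were set apart as spike-in peaks and those on mitochondrial and unplaced sequence were left out of the main values. All peak ends lie within the chromosome lengths of the reference given. Genes were taken from GENCODE (vM21 for mouse, v44 for human), and each protein-coding gene was given the window of 5 kb to each side of its annotated TSS, which made 21911 mouse and 20007 human windows. For each library the total covered length, the number of peaks and the covered kb in each window were computed in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3. The interval functions were checked against bedtools 2.31.1 and the permutation test against SciPy 1.17.1 on simulated data. Figures were drawn with matplotlib 3.10.9. The share of covered bases in soft-masked (repeat) sequence was computed for mouse alone, because the human reference given carries no masking.

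Covered lengths and shares were compared between 3 and 3 libraries with exact two-sided permutation tests, whose smallest p is 0.1. TET2 loss and each knockdown were also tested across experiments with labels permuted within each experiment, and differences of effects between experiments with a permutation test adjusted over 10 pairs. Windows covered in at least 3 libraries of an experiment were tested with limma 3.58.1 in R 4.3.3, with tables read by the package data.table (version 1.17.8), on covered kb, with all H2AK119ub groups of the experiment in 1 model and moderated two-sided t tests. A window was called at a Benjamini-Hochberg adjusted p under 0.05. A group listed at 0 in all its libraries adds no spread to the model. The p of such windows can therefore be too small. The 9 comparisons were KO against WT in each of the 4 experiments, knockdown of Mbd6 against control in KO mESCs, HSPCs and K-562 cells, and knockdown of Nsun2 against control in KO mESCs and K-562 cells. Knockdowns share their control libraries with the KO against WT comparison, so overlaps between them were set beside 50 simulations of unchanged groups that share a control. The 15 gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it. They cover HOX genes, developmental transcription factors, pluripotency, housekeeping, HSPC regulators, myeloid, lymphoid, erythroid and megakaryocyte, and fibroblast markers. They also cover the PR-DUB and m5C pathway, Polycomb subunits, NF-kB and cytokine signalling, germline, imprinted and cell cycle genes. BAP1 peaks were compared with 1000 shuffles within chromosomes.

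Genes were named by a fixed rule. Per comparison it takes up to 6 called windows with the largest difference in each direction whose groups do not overlap, at least 20 kb apart and without predicted genes, or the 3 largest statistics in each direction where none was called. It adds up to 4 members of each list with a called member or a camera call, and a fixed set (Tet2, Mbd6, Nsun2, Bap1, Socs3, Nfkbia, Hoxa9, Hoxd13, Pou5f1, Nanog, Actb, Gapdh, Gata2 and Runx1), of which Socs3 and Nfkbia were picked by the study. The examples shown in the text were picked from the rule's genes after their values were seen, and all of the rule's genes were followed through the alternative settings.

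The window test was tested on simulated data in which 200 windows were shifted by 0.5 kb. The share recovered was 47.5% for untransfected mESC KO, 53.0% for siNC mESC KO, 49.5% for each mESC knockdown, 76.5% for HSPC KO and 34.5% for HSPC Mbd6 knockdown. In K-562 cells it was 73.0% for KO, 63.0% for MBD6 and 65.0% for NSUN2 knockdown. Unchanged windows called numbered 10 for mESC Nsun2 knockdown, 27 for K-562 KO, 1 for K-562 MBD6 knockdown and 0 for the others. A change of 0.5 kb is therefore missed in about as many windows as it is found in mESCs, and a low count does not show that the mark stayed as it was.

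Replicate numbers were checked for pairing. Correlations of libraries with the same number were not all above 0.1, so the numbers were not used as pairs in the main tests. Replicate 1 nevertheless had the lowest covered length and the fewest spike-in peaks in 6 of 6 mESC H2AK119ub groups, as it did in 3 and 4 of the 7 other groups, so values within replicate numbers are given and the number was tried as a block. Other settings were a stricter peak threshold (−log10 q of at least 5), scaling to equal covered length, an equal number of peaks, a log2 scale with 0.5 kb added, no filter, trend and robust settings, the spread of only the 2 groups compared, windows of 2.5 kb to each side, other overlap rules, all contigs, and leaving out each library or experiment. The stratified tests of TSS and masked shares were added after the data were seen. Other assays of the study, such as ATAC-seq and RNA sequencing, were not analysed here.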

Results

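CUT&Tag, in which a transposase tethered to an antibody tags the DNA around a chromatin feature, was used to map ubiquitylated histone H2A (H2AK119ub), the mark of Polycomb complex PRC1, in 39 libraries. The same method mapped BAP1, the deubiquitylase that removes this mark, in 2 libraries of wild-type (WT) mouse embryonic stem cells (mESCs). The H2AK119ub libraries covered 6 groups of mESCs and 7 groups of mouse haematopoietic stem and progenitor cells (HSPCs) and human K-562 cells, an established erythroleukaemia line, with 3 replicates per group. WT and Tet2-knockout (KO) cells were compared without transfection or with a non-targeting control RNA (siNC or shNC). KO cells were also depleted of MBD6, a partner of the BAP1 complex, or of NSUN2, an RNA cytosine methyltransferase. Each library was represented by its list of called peaks, so the sequencing depth is unknown. The number of peaks is the closest measure of yield. Libraries of untransfected mESCs and of WT siNC mESCs held 24360 to 37392 peaks, those of siRNA-treated KO mESCs 4251 to 12139. Those of HSPCs held 1398 to 8286 peaks and those of K-562 cells 1919 to 4575. The BAP1 libraries held 2013 and 2233 peaks. Within groups, pairs of H2AK119ub replicates shared 0.266 to 0.525 of their joint covered bases.

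In untransfected mESCs, where the question was what loss of TET2 does to the mark at steady state, the windows around Mt1, which encodes a metal-binding metallothionein, and Vmn1r204, a vomeronasal receptor gene, gained H2AK119ub in KO cells. Covered sequence in the 10-kb window around the transcription start site (TSS) of Mt1 (mm10 chromosome 8, 94174082 to 94184081) was 1.43 ± 0.0679 kb (SD, n = 3) in KO and 0.403 ± 0.0276 kb in WT cells (limma adjusted p = 0.0353). The Vmn1r204 window (chromosome 13, 22548198 to 22558197) held 1.09 ± 0.0986 kb in KO and was listed at 0 in WT (limma adjusted p = 0.0353). The third window to pass was that of the predicted gene Gm9008 (0.865 ± 0.0627 kb against 0 in WT), which is named here because so few windows passed and was chosen after its value was seen. None of the 57 measured developmental transcription factors, 37 HOX genes or 15 pluripotency genes passed, nor did any member of the other 12 lists. Nanog carried 0.473 ± 0.0817 kb in KO against 0.526 ± 0.0329 kb in WT cells. Pou5f1, the pluripotency factor OCT4, was listed at 0 in all KO libraries against 0.296 ± 0.0634 kb in WT cells (limma adjusted p = 0.341). Developmental factors as a list passed camera as higher after scaling to equal covered length (limma camera adjusted p = 0.0235, and adjusted p = 0.465 with an estimated correlation). Adjusted over the list alone, 1 developmental factor, 2 HOX genes and 1 housekeeping gene were higher, and 1 myeloid gene was higher and 1 lower. Imprinted genes as a list of 11 measured members lay higher relative to other windows by limma camera (adjusted p = 0.0488, and adjusted p = 0.908 with an estimated correlation). Members such as Peg10 and Sgce, which share a promoter region (1.16 ± 0.520 kb against 0.356 ± 0.0398 kb), and Peg3 (1.47 ± 0.126 kb against 0.881 ± 0.495 kb), did not pass on their own.

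The total H2AK119ub-covered length of untransfected cells was 15.1 ± 3.05 Mb in KO and 13.7 ± 3.55 Mb in WT cells (SD, n = 3 each; log2 ratio 0.14; exact two-sided permutation p = 0.5). With 3 against 3 libraries this exact test cannot give a p below 0.1. Within replicate numbers the log2 difference was 0.26, 0.13 and 0.06. Of 12819 windows tested with limma, 3 were higher and 0 lower in KO cells, with 709 at an unadjusted p under 0.05. The values of KO and WT libraries did not overlap in 10.9% of windows, where chance gives 10% in windows without ties and the other splits of these 6 libraries gave 9.80% on average and up to 15.4%, so the real grouping does not stand out. Windows at 0 in several libraries are tied, which lowers the chance share, so the average of the other splits is also given below. None of the 3 calls survived leaving out any of the 6 libraries in turn, the replicate block or scaling to equal covered length, each of which gave 0 calls.

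In the mESCs treated with control siRNA, far less sequence was listed as covered by H2AK119ub in KO than in WT cells. Depth is unknown, and a batch or signal difference between the libraries stays open. Words such as lost, fell and rose here and below describe listed sequence, not the level of the mark. Listed sequence was lost from windows of common cellular genes such as Vcp, an ATPase of protein quality control, Snrpd3, a spliceosome component, and Actb. These carried 0.872 ± 0.345, 0.751 ± 0.138 and 0.236 ± 0.0146 kb in WT cells (SD, n = 3) and were listed at 0 in all KO libraries (limma adjusted p = 0.000466, 2.55e-06 and 1.47e-05). A group at 0 in every library adds no spread to the model, so such p-values here and below can be too small. Pluripotency factors fell likewise, with Nanog (chromosome 6, 122702489 to 122712488) at 0.574 ± 0.163 kb and Klf5 at 0.729 ± 0.0466 kb in WT and at 0 in KO cells (limma adjusted p = 3.91e-05 and 3.62e-06). Among the genes that the naming rule takes, the largest losses were at Il17rc, an interleukin-17 receptor chain (1.60 ± 0.265 kb to 0), the histone gene Hist3h2a (1.44 ± 0.107 kb to 0) and the transporter gene Slco5a1 (1.44 ± 0.417 kb to 0). The few windows that rose included Pcdha9, a protocadherin (1.25 ± 0.196 kb in KO against 0.315 ± 0.546 kb in WT; limma adjusted p = 0.0267). Adgrl3, an adhesion receptor, rose as well (1.04 ± 0.0658 kb against 0.516 ± 0.221 kb; limma adjusted p = 0.0314). The calls of Pcdha9 and Adgrl3 were lost under 5 and 6 of 13 settings (limma adjusted p up to 0.101 and 0.103).

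The members that fell in siNC-treated KO cells were counted by gene list. Among housekeeping genes 19 of 20 measured members fell. Among NF-kB, cytokine and NOD-like signalling genes 16 of 20 fell (Jun from 0.798 ± 0.0639 to 0.0823 ± 0.143 kb, Nfkb2 from 0.633 ± 0.0746 kb to 0). Among cell cycle genes 15 of 18 fell (Mcm2 from 0.888 ± 0.136 kb to 0), among Polycomb subunits 15 of 18 (Pcgf1 from 1.25 ± 0.0770 kb to 0) and among pluripotency genes 11 of 14. After scaling to equal covered length Jun, Mcm2 and Pcgf1 did not pass (limma adjusted p = 0.369, 0.238 and 0.149), while Nfkb2 did. Blood-lineage lists showed 10 of 19 HSPC regulators, 6 of 9 myeloid, 6 of 8 lymphoid and 3 of 7 erythroid and megakaryocyte genes lower. Fibroblast markers gave 5 of 8, germline genes 3 of 7 and the PR-DUB and m5C pathway 5 of 9. Among Polycomb targets 24 of 54 developmental transcription factors and 19 of 34 HOX genes fell, as did 2 of 10 imprinted genes. Over all windows 7732 of 10757 fell, and these counts were not compared by a test of their own. Adjusted over the list alone, the counts were 14 for developmental factors, 14 for HOX genes, 16 for cell cycle genes and 2 for germline genes, and unchanged for the other lists. Cdx2, a trophectoderm and hindgut regulator, still carried 0.327 ± 0.121 kb in KO cells against 1.06 ± 0.0781 kb in WT (limma adjusted p = 0.000265), but after scaling to equal covered length it was 0.166 kb higher in KO cells and did not pass.

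By limma camera, developmental transcription factors (adjusted p = 2.07e-06), HOX genes (adjusted p = 0.0116) and imprinted genes (adjusted p = 0.00240) lost less than other windows, and housekeeping genes lost more (adjusted p = 0.0116). The median change was negative in each list. None of these held with an estimated correlation, at adjusted p = 0.290, 0.431, 0.290 and 0.290 in that order, and the imprinted list did not pass after scaling (adjusted p = 0.0578). Counted by presence, 93.3% of developmental factor windows carried the mark in at least 2 WT libraries and 53.3% in at least 2 KO libraries, against 76.7% and 6.67% of housekeeping windows.

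**Figure D1:**
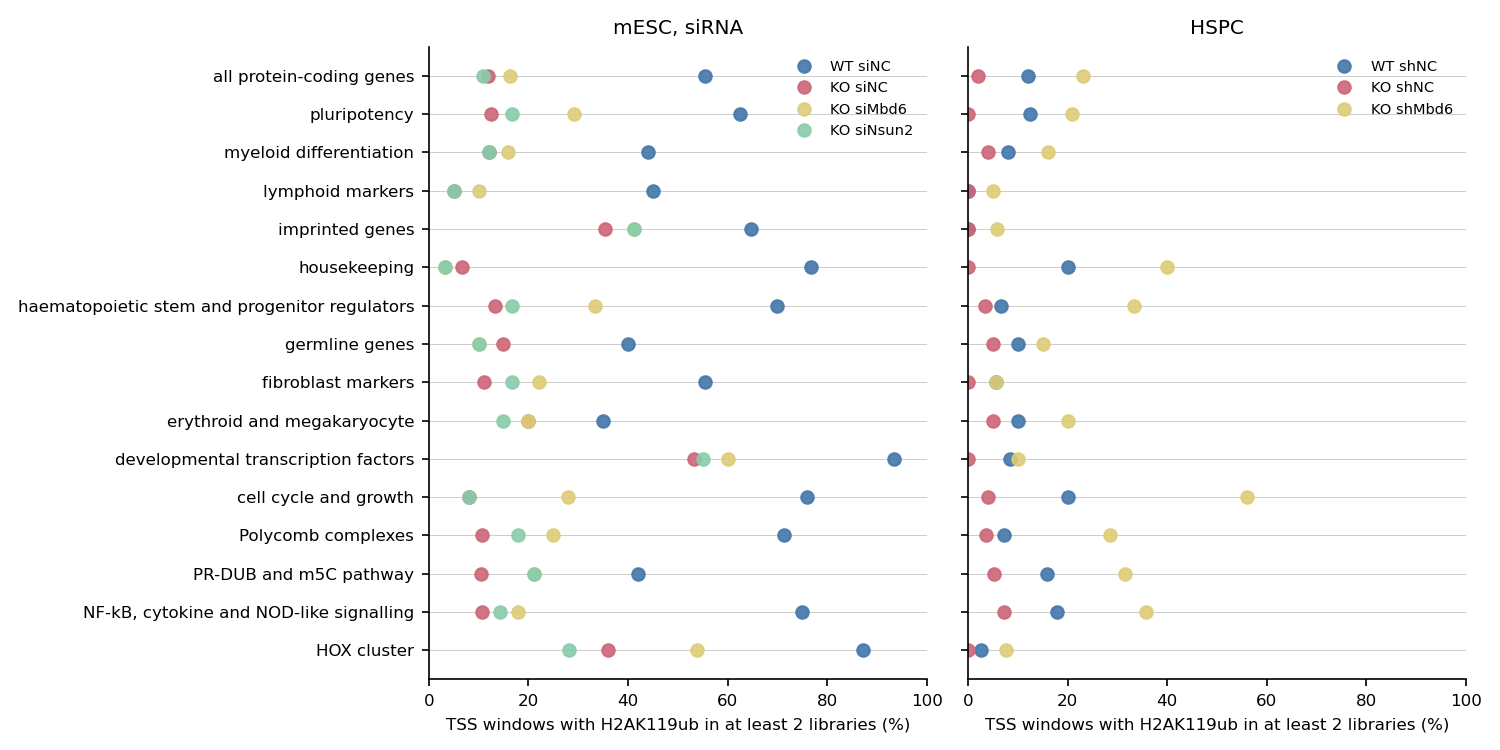
Share of TSS windows in each gene list (percent, horizontal axis) with H2AK119ub in at least 2 of the 3 libraries of a group, for siRNA-treated mESCs and for HSPCs, one point per group. In siNC mESCs housekeeping windows went from 76.7% in WT to 6.67% in KO and developmental transcription factor windows from 93.3% to 53.3%.

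The covered length was 4.14-fold lower in KO cells, at 3.47 ± 1.43 Mb against 14.4 ± 3.79 Mb in WT cells (SD, n = 3 each; log2 ratio −2.05). Every KO library lay below every WT library (exact two-sided permutation p = 0.1, the smallest possible). Within replicate numbers the log2 difference was −2.46, −1.98 and −1.91. Limma called 7732 of 10757 windows lower and 23 higher, and 73.9% of windows had non-overlapping groups against 10% by chance without ties (2.24% in other splits). Scaling every library to equal covered length moved the median window difference from −0.418 to −0.145 kb and left 3853 windows lower and 284 higher. Of the 80 genes that the naming rule took here, 73 passed; after scaling 37 of them kept the call and 28 lost it. Another 8 had the opposite sign without passing, namely Fcgr3, Cdx2, Pdgfra, Hoxc10, Hoxc5, Irx3, Cd14 and Stag3.

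**Figure D2:**
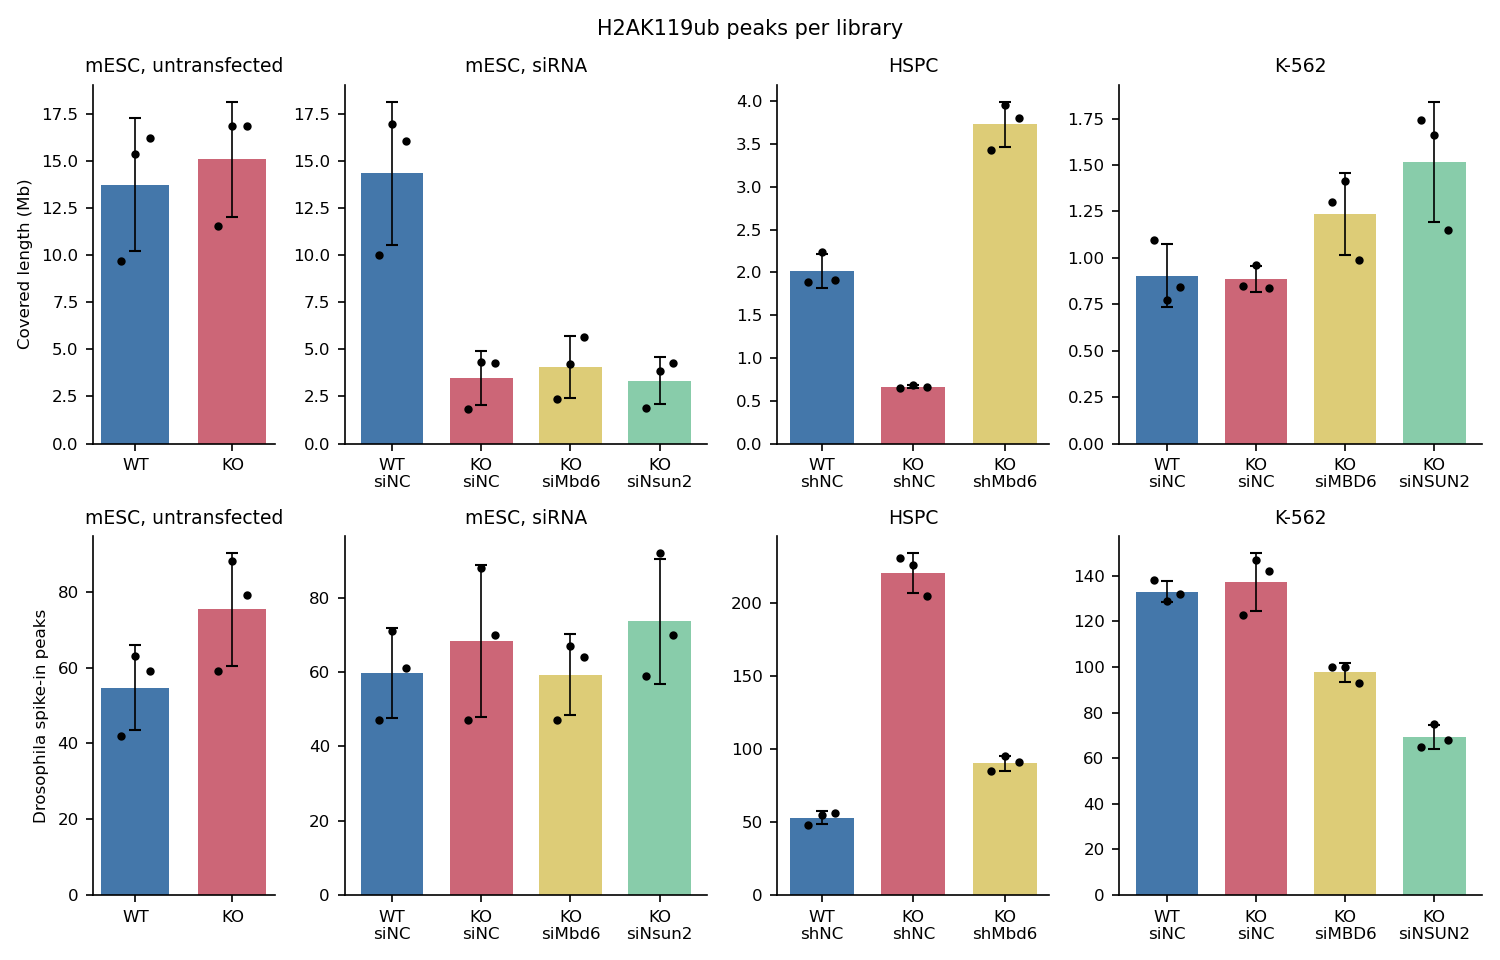
H2AK119ub-covered length per library (Mb, upper vertical axes) and number of Drosophila spike-in peaks (lower vertical axes) for each group of the 4 experiments, with points for libraries, bars for the mean and whiskers for the SD (n = 3). KO libraries lie below WT libraries in siNC mESCs (3.47 against 14.4 Mb) and HSPCs (0.664 against 2.01 Mb), HSPCs with Mbd6 knockdown reach 3.73 Mb, and spike-in peaks number 53 in WT and 221 in KO HSPCs.

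In HSPCs carrying control shRNA, the windows that were lower in KO than in WT cells included those of Pcna, the DNA polymerase clamp (chromosome 2, 132248314 to 132258313), and Cdk1, the mitotic kinase (chromosome 10, 69347938 to 69357937). They carried 0.535 ± 0.0802 and 0.488 ± 0.0625 kb in WT cells (SD, n = 3) and were listed at 0 in all KO libraries (limma adjusted p = 0.00200 and 0.00110). Ezh2, the H3K27 methyltransferase, fell from 0.309 ± 0.0291 kb and Erg, a transcription factor of stem cells, from 0.369 ± 0.0786 kb, both to 0 (limma adjusted p = 0.00223 and 0.0247). The call of Erg was lost under 5 of 13 settings (limma adjusted p up to 0.191). The largest losses among the rule's genes were at Abhd11, a mitochondrial hydrolase (1.18 ± 0.107 kb to 0), Myh10, a non-muscle myosin (1.11 ± 0.360 kb to 0), and the WNT pathway genes Fzd1 (0.909 ± 0.164 kb to 0) and Wnt16 (0.854 ± 0.162 kb to 0). The single higher window was Mcc, a colorectal tumour suppressor gene, at 0.582 ± 0.00321 kb in KO against 0.363 ± 0.0203 kb in WT cells (limma adjusted p = 0.00887).

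Cell cycle and housekeeping genes each had 3 members that fell, of 12 and 10 measured (Rplp0, Rpl13a and Tubb5 among the latter), where 965 of 4242 windows fell overall. The PR-DUB and m5C list had 2 of 5, Mbd6 itself (0.414 ± 0.0850 kb to 0) and Ybx1 (0.357 ± 0.0471 kb to 0). Polycomb subunits had 1 of 5, HSPC regulators 1 of 9, myeloid genes 1 of 4, germline genes 1 of 2 and fibroblast markers 1 of 1. None of the 5 measured developmental factors, 4 pluripotency genes, 4 erythroid and megakaryocyte genes, 7 NF-kB and cytokine genes, 2 HOX genes or 1 imprinted gene passed, and no lymphoid gene was measured. No list passed camera, and the counts adjusted over the list alone were the same. Socs3, which the study picked, carried 0.0963 ± 0.167 kb in WT and 0 in KO cells (limma adjusted p = 0.666).

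The covered length of HSPCs was 3.03-fold lower in KO cells, at 0.664 ± 0.0165 Mb against 2.01 ± 0.194 Mb in WT cells (SD, n = 3 each; log2 ratio −1.60; exact two-sided permutation p = 0.1, the smallest possible). Within replicate numbers the log2 difference was −1.55, −1.72 and −1.53. Limma called 965 of 4242 windows lower and 1 higher, with non-overlapping groups in 28.7% of windows against 10% by chance without ties (1.15% in other splits). After scaling, the median moved from −0.215 to −0.159 kb and 761 windows were lower and 194 higher. Of 35 rule-named genes 20 passed; 19 kept the call after scaling. With only peaks of −log10 q of at least 5, 7 of the 20 were measured, of which 1 kept the call and 6 lost it, among them Ezh2 and Ybx1 (limma adjusted p = 0.523 and 0.257). Fcgr3, an immunoglobulin receptor of myeloid cells, turned from 0.672 kb lower to 1.30 kb higher (limma adjusted p = 0.00704 and 0.000961). Stag3 and Kdm1b were past the threshold as higher only when scaled.

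Knockdown of Mbd6 in KO HSPCs came with more H2AK119ub-covered sequence than in KO cells with control shRNA. The question was whether the loss depends on MBD6. No WT HSPCs with Mbd6 knockdown were profiled, so a reversal of the loss cannot be told from a general rise. Covered length after knockdown also exceeded that of WT cells (3.73 against 2.01 Mb). The same windows of Pcna, Cdk1 and Ezh2, at 0 in control KO cells, carried 0.459 ± 0.136, 0.478 ± 0.0505 and 0.378 ± 0.0139 kb after knockdown (SD, n = 3; limma adjusted p = 0.00135, 0.000347 and 0.000410). Other windows that rose from 0 were those of Ikzf1, a lymphoid and myeloid transcription factor (0.703 ± 0.227 kb), Cebpa, needed for granulocyte formation (0.576 ± 0.308 kb), Cdk6, the early cell cycle kinase (0.602 ± 0.101 kb), and Jun (0.562 ± 0.134 kb), each higher also after scaling. Fzd7, a WNT receptor, rose most among the rule's genes, from 0.146 ± 0.252 to 1.41 ± 0.165 kb (limma adjusted p = 0.00455), but did not pass after scaling (limma adjusted p = 0.568). Mcc, the window that had risen in KO cells, fell from 0.582 ± 0.00321 to 0.444 ± 0.0214 kb (limma adjusted p = 0.0260), a call lost under 4 of 13 settings (limma adjusted p up to 0.0737). The testis gene Tekt4 (0.344 ± 0.0407 kb to 0) and the trace amine receptor gene Taar8b (0.350 ± 0.0976 kb to 0) fell with it (limma adjusted p = 0.00952 and 0.00874). Without a filter on low values Tekt4, Taar8b and Cebpa did not pass (limma adjusted p = 0.0706, 0.0658 and 0.0576), nor did Ezh2 with only peaks of −log10 q of at least 5 (limma adjusted p = 0.101).

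All 10 measured housekeeping genes rose, as did 8 of 12 cell cycle genes, 7 of 9 HSPC regulators and 4 of 5 PR-DUB and m5C genes. So did 4 of 7 NF-kB and cytokine genes, 3 of 4 myeloid genes and 3 of 4 erythroid and megakaryocyte genes. Smaller lists gave 2 of 5 developmental factors, 2 of 5 Polycomb subunits, 2 of 4 pluripotency genes, 2 of 2 HOX genes, 2 of 2 germline genes, 1 of 1 fibroblast marker and 1 of 1 imprinted gene. Adjusted over the list alone, NF-kB genes gave 3, Polycomb subunits 1 and pluripotency genes 0. Directions turned under scaling at Klf2, Klf1, Tfrc, Vps29, Zfpm1, Cbx8 and Neurod1, which then did not pass, and at Fcgr3, Stag3 and Gp9, which then passed as lower (limma adjusted p = 0.000316, 0.00275 and 0.000543). Before scaling Cbx8, Neurod1 and Gp9 had not passed. No list passed camera.

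The covered length was 5.62-fold higher after knockdown, at 3.73 ± 0.267 Mb against 0.664 ± 0.0165 Mb (SD, n = 3 each; log2 ratio 2.49; exact two-sided permutation p = 0.1, the smallest possible). Within replicate numbers the log2 difference was 2.41, 2.54 and 2.52. Drosophila spike-in peaks were fewer at the same time, 90.3 ± 5.03 against 221 ± 13.8. Limma called 3055 of 4242 windows higher and 4 lower, with 73.0% non-overlapping against 10% by chance without ties (0.655% in other splits). After scaling the median moved from 0.404 to 0.208 kb and 1184 windows were higher and 204 lower. Of the windows lower in KO against WT, 929 were higher after knockdown, where 695 would coincide by chance at these counts. The 695 assumes independent comparisons, but both share the control KO libraries. Unchanged groups simulated with a shared control gave 0 such windows. Their covariance was −0.00753 kb² on average, ranging from −0.0251 to 0.00611 kb², and the measured −0.0136 kb² lies inside that range. The measured correlation was −0.48 and the simulated mean −0.48. Both measures leave out the shift common to all windows. That shift was −0.233 kb on average for KO against WT and 0.411 kb after knockdown. Around it, the covariance does not set the pair of contrasts apart from unchanged groups. About the shift itself the covariance cannot decide. After scaling, windows lower in KO and higher after knockdown numbered 650, where 212 would coincide if the comparisons were independent. The control KO libraries are shared and no shared-control count was simulated after scaling, so this cannot decide about an excess.

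**Figure D3:**
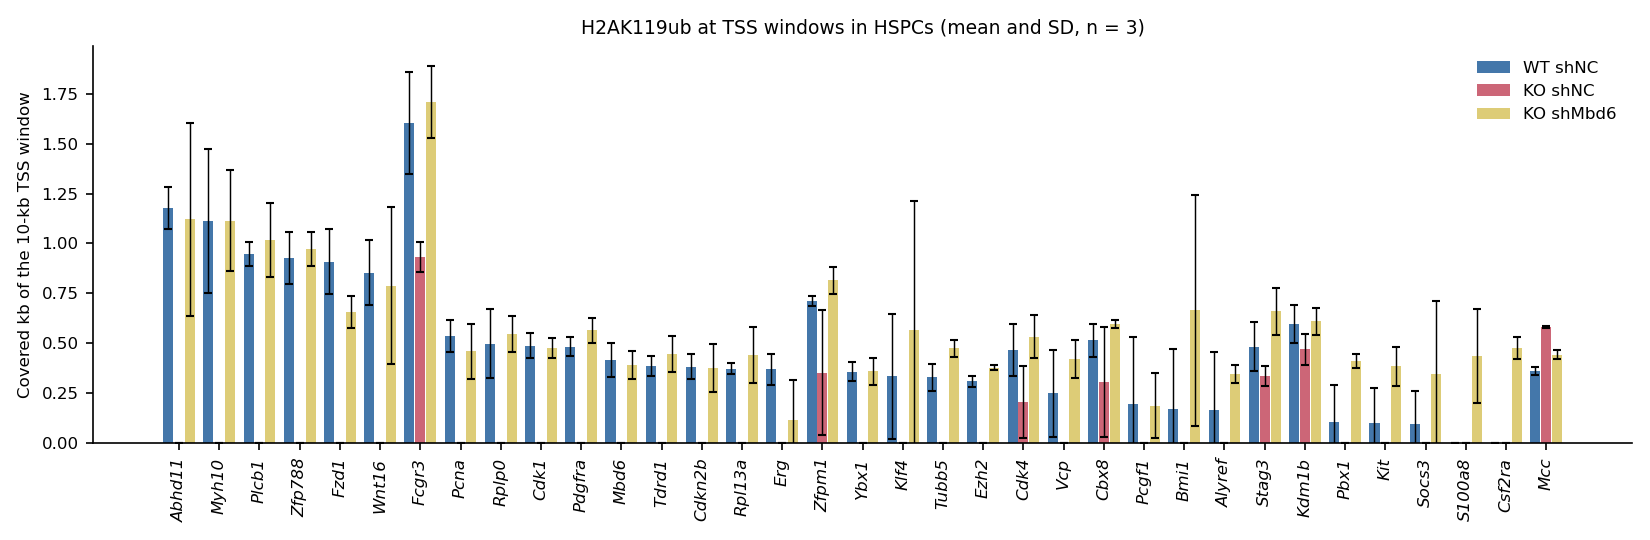
Mean H2AK119ub-covered kb (vertical axis) in the 10-kb TSS windows of all 35 genes that the naming rule took for KO against WT HSPCs, ordered by that difference, with bars for the 3 groups and error bars for the SD (n = 3). Pcna goes from 0.535 kb in WT to 0 in KO and 0.459 kb after Mbd6 knockdown, and after scaling to equal covered length the KO against WT direction flips at Fcgr3, Cbx8, Cdk4, Kdm1b, Stag3 and Zfpm1 and the knockdown direction at Fcgr3, Cbx8, Stag3 and Zfpm1.

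In KO mESCs, few windows differed between Mbd6 knockdown and control, and other groupings of the same 6 libraries called more (up to 45 windows against 19), so the differences are not shown to follow the knockdown. The windows that were higher included those of Gda, guanine deaminase (0.433 ± 0.0405 kb against 0 in siNC; SD, n = 3; limma adjusted p = 0.00623), and Ctu1, a transfer RNA thiolase (0.399 ± 0.0786 kb against 0; limma adjusted p = 0.00645). Barhl1, a neuronal transcription factor, was higher as well (0.327 ± 0.0829 kb against 0; limma adjusted p = 0.0274). After scaling Gda (limma adjusted p = 0.147), Barhl1 and Fam183b did not pass, while Ctu1 and Lingo4 did. Fam183b (0.367 ± 0.0455 kb in siNC) and Lingo4, a leucine-rich repeat gene (0.340 ± 0.0609 kb in siNC), were listed at 0 after knockdown of Mbd6 (limma adjusted p = 0.00623 for both) and of Nsun2 (limma adjusted p = 0.00935 for both), against the same siNC libraries. The calls of Barhl1 after Mbd6 knockdown and of Fam183b and Lingo4 after Nsun2 knockdown were lost under 9 of 13, 7 of 13 and 6 of 12 settings (limma adjusted p up to 0.260, 0.358 and 0.208). No member of the 15 lists passed after either knockdown, and no list passed camera. Counted by presence in at least 2 libraries and without a test, 12174 of 21911 windows carried the mark in WT, 2623 in KO siNC, 3560 in KO siMbd6 and 2405 in KO siNsun2 cells.

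The covered length after Mbd6 knockdown was 4.07 ± 1.65 Mb against 3.47 ± 1.43 Mb (log2 ratio 0.23; exact two-sided permutation p = 0.7; 0.38, −0.03 and 0.40 within replicate numbers). After Nsun2 knockdown it was 3.34 ± 1.26 Mb (log2 ratio −0.06; exact two-sided permutation p = 0.8; 0.07, −0.16 and −0.01). Limma called 17 windows higher and 2 lower after Mbd6 knockdown (459 at an unadjusted p under 0.05), and 0 higher and 2 lower after Nsun2 knockdown (267), with 2.93% and 2.12% of windows non-overlapping. Chance gives 10% without ties, and other splits gave 3.25% and 2.67%. The 19 Mbd6 calls became 123 without knockdown replicate 1 and 37 without knockdown replicate 2. The 2 Nsun2 calls became 7 and 6 without siNC replicate 1 or 2, 1 without knockdown replicate 1, and 0 without knockdown replicate 2 or 3.

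In K-562 cells 3 windows were called between KO and WT. On simulated data this comparison called 27 unchanged windows beside 146 of 200 shifted ones. The 27 is therefore not the number of false calls to expect beside 3. ADI1, an enzyme of methionine salvage (hg38 chromosome 2, 3514531 to 3524530), fell from 0.455 ± 0.0178 kb in WT to 0 in KO cells (SD, n = 3; limma adjusted p = 0.0247). The window of LRRC27, which overlaps that of STK32C, the latter named after its value was seen, rose from 0 to 0.481 ± 0.0859 kb (limma adjusted p = 0.0247). ADI1 carried 0.437 ± 0.0880 kb after MBD6 knockdown in KO cells and 0.394 ± 0.0254 kb after NSUN2 knockdown (limma adjusted p = 0.0951 and 0.0661). SERPINF2, which encodes the plasmin inhibitor, carried 0.849 ± 0.0307 and 0.802 ± 0.0454 kb against 1.55 ± 0.0650 kb in KO siNC cells (limma adjusted p = 0.0951 and 0.0575). After scaling SERPINF2 passed as lower in both (limma adjusted p = 0.000200 and 3.48e-05). None of the few measured list members passed in K-562 cells. Adjusted over the list alone, 1 cell cycle and 1 germline gene were higher after MBD6 knockdown. No list passed camera unless scaled, where the 3 measured imprinted genes were lower as a list after MBD6 and NSUN2 knockdown (limma camera adjusted p = 0.0130 and 0.00127, and adjusted p = 0.172 and 0.137 with an estimated correlation).

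The covered length of K-562 cells was 0.884 ± 0.0701 Mb in KO and 0.904 ± 0.169 Mb in WT cells (log2 ratio −0.03; exact two-sided permutation p = 0.9; −0.37, 0.31 and −0.01 within replicate numbers). It was higher in KO cells with MBD6 knockdown, at 1.23 ± 0.221 Mb (1.40-fold; 0.62, 0.55 and 0.24 within replicate numbers), and with NSUN2 knockdown, at 1.52 ± 0.323 Mb (1.72-fold; 1.04, 0.79 and 0.46). Each had the smallest possible exact two-sided permutation p = 0.1. Spike-in peaks were fewer after knockdown of MBD6 (97.7 ± 4.04) and NSUN2 (69.3 ± 5.13) than in KO cells with siNC (137 ± 12.7). At an equal number of peaks the direction of the covered length turned in both (log2 ratio −0.16 and −0.15, each with exact two-sided permutation p = 0.1). Limma called 1 window lower and 2 higher of 2457 for TET2 loss (159 at an unadjusted p under 0.05), 0 after MBD6 knockdown (264) and 0 after NSUN2 knockdown (362), with 5.82%, 8.51% and 12.9% non-overlapping. Chance gives 10% without ties, and other splits gave 3.93%, 5.15% and 5.47%. Estimating the spread from only the 2 groups compared gave 38, 111 and 168 calls. Leaving out any of the 6 libraries or using the replicate block ended the TET2 calls, and another split of the libraries called 2 windows. Leaving out NSUN2 knockdown replicate 3 gave 10 calls for that knockdown.

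Across the 4 experiments, a permutation test stratified by experiment gave a mean log2 difference of −0.90 for TET2 loss over 24 libraries (two-sided p = 0.00338). This did not hold without the siRNA mESC experiment (−0.49; two-sided permutation p = 0.0660) or without the HSPC experiment (−0.66; two-sided permutation p = 0.0675), nor without replicate 1 (−0.83; two-sided permutation p = 0.0540). Knockdown of Mbd6 in KO cells gave 1.07 over 18 libraries (two-sided permutation p = 0.0133), resting on the HSPCs, without which it was 0.36 (two-sided permutation p = 0.265). It also missed the threshold without replicate 2 (1.09) or replicate 3 (1.08), each with two-sided permutation p = 0.0648. Knockdown of Nsun2 gave 0.36 over 12 libraries (two-sided permutation p = 0.265), and −0.03 in mESCs alone.

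The place of the marked sequence in the genome was compared next. In HSPCs 53.7% ± 0.782 of covered bases lay in TSS windows in WT, 29.4% ± 1.70 in KO and 56.0% ± 0.874 in KO cells with Mbd6 knockdown (SD, n = 3), where TSS windows make up 7.20% of the mouse genome. Soft-masked sequence marks repeats and makes up 35.3% of the mouse genome. It held 18.4% ± 0.572, 43.9% ± 2.51 and 12.7% ± 0.439 of covered bases in these groups. Masked length ran the other way, at 0.370, 0.291 and 0.473 Mb, beside an unmasked length of 1.65, 0.373 and 3.26 Mb. In mESCs the masked share was higher in KO than in WT cells both without transfection (27.2% ± 0.642 against 21.0% ± 1.09) and with siNC (37.9% ± 2.21 against 20.6% ± 1.33). In KO cells it was 32.6% ± 1.51 after Mbd6 knockdown and 40.1% ± 4.04 after Nsun2 knockdown. Masked length was higher in KO than in WT mESCs without transfection (4.12 against 2.91 Mb) and lower with siNC (1.34 against 2.99 Mb). The TSS share went from 39.6% ± 2.76 to 34.3% ± 1.14 with Tet2 loss in siNC mESCs and was 37.8% ± 1.29 in KO cells after Mbd6 knockdown. It went from 39.5% ± 0.466 to 37.8% ± 0.334 with TET2 loss in K-562 cells, and to 44.5% ± 1.60 and 43.8% ± 1.08 after MBD6 and NSUN2 knockdown there. The differences in share had non-overlapping groups (exact two-sided permutation p = 0.1, the smallest possible). Their Benjamini-Hochberg adjusted p was 0.120 for masked and 0.129 for TSS shares. The exception was the masked share after Nsun2 knockdown (exact permutation p = 0.4). For that knockdown in mESCs the TSS share was 31.6% ± 1.67 (exact two-sided permutation p = 0.2). Within replicate numbers 1, 2 and 3 it was 33.2% against 35.4%, 29.9% against 33.1% and 31.8% against 34.3% in siNC. It was lower in each, but the test did not use the numbers as pairs.

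**Figure D4:**
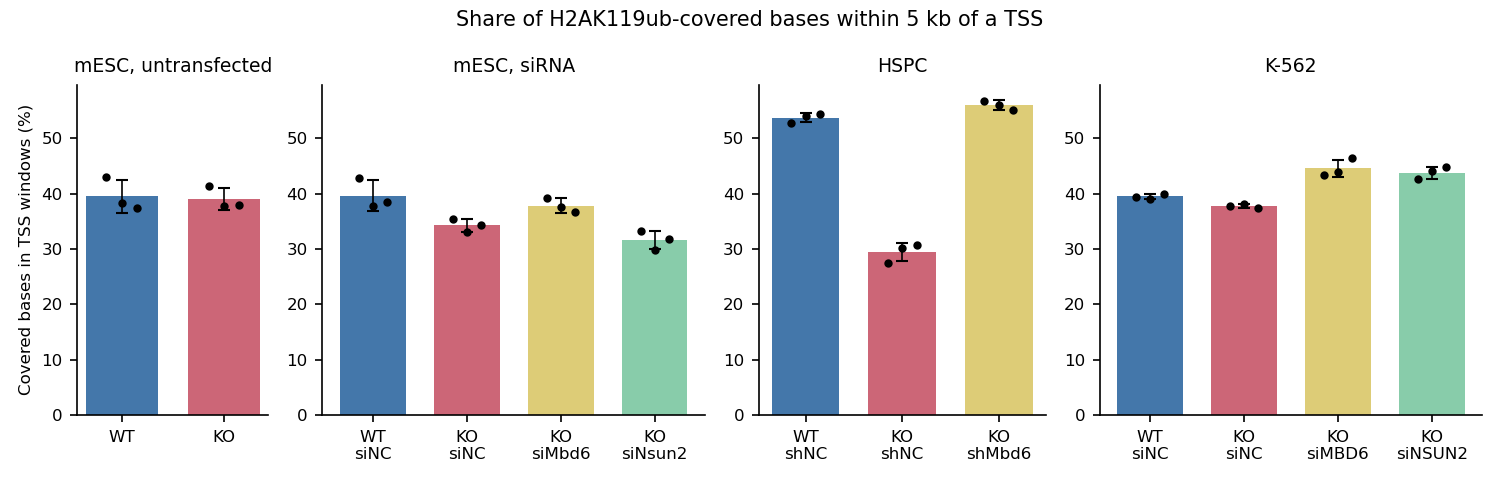
Share of H2AK119ub-covered bases within 5 kb of a protein-coding TSS (percent, vertical axis) per library and group, with points for libraries and bars for the mean and SD (n = 3). HSPCs go from 53.7% in WT to 29.4% in KO and 56.0% with Mbd6 knockdown, while untransfected mESCs stay at 39.5% and 39.0%.

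Regions present in at least 2 of 3 replicates were compared between groups by length, without a test. In untransfected mESCs 74.0% of the WT length was also retained in KO cells and 66.7% of the KO length in WT cells. With siNC 12.8% of the WT length was retained in KO cells, and in HSPCs 25.4%, while 80.2% of the HSPC KO length lay in WT regions. In K-562 cells 59.1% of the WT length was retained in KO cells. TSS windows marked in all 3 WT libraries and in none of the KO libraries numbered 74 in untransfected mESCs, 5370 in siNC mESCs, 766 in HSPCs and 30 in K-562 cells, against 86, 8, 1 and 22 in the opposite direction. Other splits of the same 6 libraries gave at most 156, 126, 20 and 34 windows in both directions together.

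BAP1 peaks of WT mESCs were compared with the H2AK119ub regions retained in untransfected WT mESCs. Such regions overlapped 63.7% of 2013 peaks and 65.1% of 2233 peaks by at least 1 bp, and 43.1% and 48.1% of the stronger peaks (−log10 q of at least 5). In 1000 shuffles of all peaks within chromosomes the mean was 0.967% and 0.950%, and none reached the measured share. The shuffles kept the chromosome of a peak but did not match masked sequence. That sequence held 83.2% of BAP1-covered bases on average, against 35.3% of the mouse genome. The shuffles therefore cannot decide whether the overlap follows BAP1 or the kind of sequence covered. With 2 libraries of a single group there was no group comparison for BAP1.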

Values the study reported

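The study reported that about 37% of accessible regions found by ATAC-seq carried H2AK119ub and that the mark was lower after loss of TET2 in around 89% of those. It also reported that about 85% of the regions that became more accessible overlapped with lost H2AK119ub. These shares are taken over accessible regions, which were not analysed here.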

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

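The tests of depth, of the strongest Mbd6 knockdown peaks, of the WT and KO mESC libraries and of masked sequence, and the counts of other splits, were chosen only after the results were seen, while the comparison with the strongest WT peaks and that of BAP1 regions were set before their results were seen. Groups of 3 are too small for a test of single libraries that stand apart, so none was made.

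The number of Drosophila spike-in peaks, a signal outside the main measurement, was 4.16-fold higher in KO than in WT HSPCs (221 ± 13.8 against 53.0 ± 4.36, SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible) and was 90.3 ± 5.03 with Mbd6 knockdown. The effect of TET2 loss on mean log2 covered length was 0.15 in untransfected mESCs, −2.12 in siNC mESCs and −1.60 in HSPCs. The difference was 2.27 between the mESC experiments and 1.75 between untransfected mESCs and HSPCs. Each stood out by its unadjusted two-sided permutation p of 0.025 and missed the threshold after correction over 10 pairs (adjusted p = 0.125). Labels were permuted within each experiment, so the test compares with no effect in either experiment, not with equal effects. It cannot decide whether the effects differ. All 3 KO libraries lay below all 3 WT libraries in siNC mESCs and in HSPCs.

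The first pattern is the lower covered length in KO cells of the siNC mESC and HSPC experiments. A lower total depth of the KO libraries would lower spike-in peaks as well, and in HSPCs these were higher by 2.06 on the log2 scale, which argues against it. In siNC mESCs the log2 spike-in ratio was 0.20 (68.3 ± 20.6 against 59.7 ± 12.1 peaks), within the spread. Fewer mouse reads, by depth or by their share, would leave the strongest peaks, but the TSS share of KO libraries lay −22.2 points from that of the strongest WT peaks of equal length in HSPCs (29.4% against 51.7%), −21.1 points in siNC mESCs (34.3% against 55.4%) and −31.9 points from the strongest Mbd6 knockdown peaks in HSPCs (29.4% against 61.3%), which argues against it as the whole cause of the lower length and of the higher length after knockdown. Fewer mouse reads as a part of the cause, a lower signal over background in the KO libraries, and loss of TET2 stay open, untested.

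The second pattern is that covered length was lower in KO cells with siNC and not without transfection. The permutation test of this difference missed the threshold after correction and cannot decide whether the effects are equal. Unusually long calls in the siNC WT libraries were argued against, as their mean log2 length was only 0.0619 above that of untransfected WT. Untransfected KO libraries made wholly of WT cells were argued against too. The masked share of 3 of 3 such libraries lay outside the range of the 6 WT mESC libraries (26.5% to 27.6% against 19.1% to 21.9%). A difference in preparation could do the same. A mixture of WT and KO cells stays open, as the mean share of 27.2% lay between untransfected WT (21.0%) and siNC KO (37.9%). Transfection itself, or a day or batch shared by the siRNA-treated KO libraries, was not tested and stays open.

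The third pattern is the larger share of masked sequence in mouse KO libraries. Masked length itself was lower in KO than in WT in HSPCs (0.291 against 0.370 Mb) and siNC mESCs (1.34 against 2.99 Mb). There unmasked length was 0.373 against 1.65 Mb and 2.13 against 11.4 Mb. In untransfected mESCs masked length was higher in KO (4.12 against 2.91 Mb). If masked bases were simply left while other sequence was lost, those of KO libraries would lie in regions of 2 WT libraries as often as those of a left-out WT library, but their share there was −6.25 points from it in HSPCs (68.4% against 74.7%, larger SD 4.19) and −24.3 points in siNC mESCs (55.7% against 80.0%, larger SD 9.33), which argues against it as the whole cause. As a part of the cause it stays open in HSPCs and siNC mESCs, where unmasked length fell more than masked length. In untransfected mESCs unmasked length lay 3.19 Mb above the value this explanation needs (larger SD 2.68 Mb). That value is set by the WT masked length and the KO masked share, so the gap only restates the higher masked length. Masked lengths of single libraries overlapped, at 3.06 to 4.66 Mb in KO and 1.91 to 3.54 Mb in WT. The comparison therefore cannot decide, and the explanation stays open there too. Whether regions also covered in the BAP1 libraries take part was not decided, since their share of covered bases in HSPCs was 9.01 points higher in KO than in WT cells (13.3% against 4.28%) with a similar length inside them (0.0882 against 0.0859 Mb), and in untransfected mESCs it was 2.25% against 2.29%. Loss of TET2 stays open as the biological explanation, and a difference in preparation was not tested.

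The counts of called windows were set beside the 10 splits of the 6 libraries of each comparison, too few for a share under 0.05. In untransfected mESCs 1 of the 10 splits, the real one, called as many as the 3 windows (highest other 0), in siNC mESCs 1 (7755, highest other 6), in HSPC KO 1 (966, highest other 0), in HSPC Mbd6 knockdown 1 (3059, highest other 0) and in K-562 KO 1 (3, highest other 2). For Mbd6 knockdown in mESCs 3 splits did (19 windows, highest other 45) and for Nsun2 knockdown 7 (2 windows, highest other 8). In both of these the split with most calls groups siNC replicates 1 and 2 with knockdown replicate 1. Replicate 1 has the lowest covered length in each of these groups. Whether the samples hold a structure other than the knockdown was not tested. On simulated data the Nsun2 comparison called 10 unchanged windows and the Mbd6 comparison 0. Each also recovered 99 of 200 shifted windows, so these are not the false calls to expect beside 2 and 19. For MBD6 and NSUN2 knockdown in K-562 cells the real count by limma was 0 (264 and 362 windows at an unadjusted p under 0.05; at most 1 and 2 called in other splits). All 10 splits necessarily reach a count of 0, so this decides nothing.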

How the results depend on the processing

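The totals and gene windows that carry the report were recomputed under other settings, chosen before the data were examined except where stated. Of 3750 recomputed values 3160 kept direction and call, 308 were weaker, 53 stronger, 134 counts or shares moved and 95 reversed. The lower covered length of KO cells in siNC mESCs and HSPCs and its rise with Mbd6 knockdown in HSPCs kept direction in every setting. Their size rests largely on the number of listed peaks. KO libraries of HSPCs held 1416 peaks on average. Their length was reached by a mean of 1267 strongest WT peaks and of 1201 strongest Mbd6 knockdown peaks. In siNC mESCs a mean of 7023 strongest WT peaks reached the length of 7538 KO peaks. Scaling every library to equal covered length asks how the mark is distributed rather than how much of it is listed. It gave 28 of the 50 gene windows that reversed, more than any other setting. The number of called windows moved in 8 of 9 comparisons, as it did with only peaks of −log10 q of at least 5. Of the 151 passing genes that the naming rule took, 91 kept their call under scaling, 44 lost it and 16 reversed. With replicate numbers as a block 138 of the 151 kept it, and on a log2 scale 145. With only peaks of −log10 q of at least 5, 51 of the 151 were measured, of which 36 kept the call and 15 lost it. The retained shares when a replicate is left out, the knockdown against WT contrast and the scaled count of opposite changes were added after the data were seen. For values that reversed or weakened the cause was not tested.

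Called windows under scaling numbered 0 for untransfected mESC KO, 4137 for siNC mESC KO, 10 for mESC siMbd6, 8 for mESC siNsun2, 1388 for HSPC shMbd6, 30 for K-562 KO, 1 for K-562 siMBD6 and 1 for K-562 siNSUN2. Keeping only peaks with the deposited −log10 q of at least 5 gave 21 for untransfected mESC KO, 4176 for siNC mESC KO, 10 for mESC siMbd6, 6 for mESC siNsun2, 304 for HSPC KO, 1010 for HSPC shMbd6, 7 for K-562 siMBD6 and 54 for K-562 siNSUN2. On a log2 scale the windows called were 32 for untransfected mESC KO, 32 for mESC siMbd6, 9 for mESC siNsun2, 5 for K-562 KO, 19 for K-562 siMBD6 and 30 for K-562 siNSUN2. Without a filter on low values they were 66 for untransfected mESC KO, 628 for HSPC KO, 1678 for HSPC shMbd6, 6 for K-562 KO, 11 for K-562 siMBD6 and 21 for K-562 siNSUN2. With the spread estimated from only the 2 groups compared they were 5 for mESC siNsun2, 38 for K-562 KO, 111 for K-562 siMBD6 and 168 for K-562 siNSUN2. With trend and robust settings they were 3 for mESC siMbd6, 1 for mESC siNsun2, 1 for K-562 siMBD6 and 1 for K-562 siNSUN2. Windows of 2.5 kb to each side gave 5 for untransfected mESC KO, 0 for K-562 KO and 2 for K-562 siNSUN2. The replicate block gave 0 for untransfected mESC KO, 0 for mESC siNsun2 and 0 for K-562 KO. Leaving out a library gave at the extremes 0 for untransfected mESC KO without mESC WT replicate 1, 15 for mESC siMbd6 without mESC KO siNC replicate 2, 123 for mESC siMbd6 without mESC KO siMbd6 replicate 1, 0 for mESC siNsun2 without mESC KO siNsun2 replicate 2, 7 for mESC siNsun2 without mESC KO siNC replicate 1, 0 for K-562 KO without K-562 WT siNC replicate 1, 0 for K-562 siNSUN2 without K-562 KO siNC replicate 1 and 10 for K-562 siNSUN2 without K-562 KO siNSUN2 replicate 3.

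At an equal number of peaks the log2 difference in covered length was −0.0349 for mESC siMbd6, −0.16 for K-562 siMBD6 and −0.15 for K-562 siNSUN2. Leaving out single libraries changed the log2 difference in covered length to, for untransfected mESC KO −0.0642 without mESC WT replicate 1 and 0.29 without mESC KO replicate 1, mESC siMbd6 −0.0785 without mESC KO siMbd6 replicate 3 and 0.51 without mESC KO siMbd6 replicate 1 and mESC siNsun2 −0.36 without mESC KO siNC replicate 1 and 0.23 without mESC KO siNsun2 replicate 1. For the remaining comparisons of length it was, for K-562 KO −0.13 without K-562 WT siNC replicate 2 and 0.13 without K-562 WT siNC replicate 1. The log2 difference in number of peaks was 0.0703 for untransfected mESC KO with the peaks of −log10 q of at least 5 and 0.0123 for mESC siNsun2 with the replicate block. Without single libraries the peak number difference (log2) was, for untransfected mESC KO −0.18 without mESC WT replicate 1 and 0.11 without mESC KO replicate 1, mESC siMbd6 −0.00978 without mESC KO siNC replicate 1 and 0.53 without mESC KO siMbd6 replicate 1 and mESC siNsun2 −0.29 without mESC KO siNC replicate 1 and 0.25 without mESC KO siNsun2 replicate 1. It was also, for K-562 KO −0.11 without K-562 WT siNC replicate 2 and 0.11 without K-562 WT siNC replicate 1. Across experiments the log2 difference for Tet2 loss was −0.49 without the mESC siRNA experiment, −0.66 without the HSPC experiment, −0.94 without replicate 2 and −0.83 without replicate 1. Across experiments the log2 difference for Mbd6 knockdown was 0.36 without the HSPC experiment, 1.04 without replicate 1 and 1.09 without replicate 2. Across experiments the log2 difference for Nsun2 knockdown was −0.0344 without the K-562 experiment.

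With an estimated correlation the limma camera adjusted p was 0.908 for imprinted genes in untransfected mESC KO, 0.290 for developmental transcription factors in siNC mESC KO, 0.290 for housekeeping in siNC mESC KO, 0.431 for HOX cluster in siNC mESC KO and 0.290 for imprinted genes in siNC mESC KO. Under scaling it was 0.0235 for developmental transcription factors in untransfected mESC KO, 0.0578 for imprinted genes in siNC mESC KO, 0.0130 for imprinted genes in K-562 siMBD6 and 0.00127 for imprinted genes in K-562 siNSUN2, with the direction kept. Lists whose direction turned under scaling, none of which passed, had limma camera adjusted p = 0.915 in untransfected mESC KO for HSPC regulators, 0.798 in mESC siMbd6 for fibroblast markers, 0.862 in mESC siMbd6 for imprinted genes. Further turned lists had limma camera adjusted p = 0.990 in mESC siNsun2 for erythroid and megakaryocyte, fibroblast markers, housekeeping, HOX cluster and imprinted genes, 0.965 in HSPC KO for cell cycle and growth, developmental transcription factors, housekeeping, pluripotency and PR-DUB and m5C pathway, 0.980 in HSPC KO for Polycomb complexes. The remaining turned lists had limma camera adjusted p = 0.819 in HSPC shMbd6 for HSPC regulators, myeloid differentiation and PR-DUB and m5C pathway, 0.927 in K-562 siNSUN2 for cell cycle and growth and Polycomb complexes, 0.993 in K-562 siNSUN2 for housekeeping. Gene windows that turned under scaling differed in siNC mESC KO by 0.903 kb at Fcgr3, 0.0922 kb at Hoxc10, 0.0922 kb at Hoxc5, 0.0874 kb at Cd14, 0.374 kb at Hoxd13, 0.318 kb at Pdgfra, 0.169 kb at Stag3, 0.166 kb at Cdx2, 0.401 kb at Ndn, 0.707 kb at Klf1 and 0.0870 kb at Irx3. In HSPC KO the turned windows differed by 1.30 kb at Fcgr3, 0.183 kb at Cdk4, 0.428 kb at Cbx8, 0.884 kb at Kdm1b, 0.562 kb at Stag3 and 0.357 kb at Zfpm1. In HSPC shMbd6 they differed by −2.01 kb at Fcgr3, −0.631 kb at Cbx8, −0.101 kb at Tfrc, −0.165 kb at Neurod1, −0.00218 kb at Vps29, −0.706 kb at Stag3, −1.54 kb at Gp9, −0.0796 kb at Klf2, −0.0149 kb at Klf1 and −0.649 kb at Zfpm1. In untransfected mESC KO the difference became −0.0154 kb at Socs3. With the peaks of −log10 q of at least 5 the turned windows differed by −0.144 kb at Mbd6 in untransfected mESC KO, −0.102 kb at Socs3 in untransfected mESC KO, −0.341 kb at Sgce in siNC mESC KO, 0.0797 kb at CLEC18C in K-562 siMBD6 and 0.188 kb at TAF11L3 in K-562 siMBD6. With 2.5 kb to each side Socs3 in untransfected mESC KO differed by −0.0247 kb. Window differences in kb that turned when a library was left out, with the other extreme, were Socs3 in untransfected mESC KO −0.0385 without mESC WT replicate 1 and 0.0575 without mESC KO replicate 1, Nfkbia in untransfected mESC KO −0.00333 without mESC KO replicate 3 and 0.212 without mESC WT replicate 2 and Hoxd13 in untransfected mESC KO −0.0367 without mESC KO replicate 3 and 0.120 without mESC KO replicate 1. Others were Tet2 in untransfected mESC KO −0.143 without mESC KO replicate 3 and 0.0385 without mESC KO replicate 1, Actb in untransfected mESC KO −0.139 without mESC WT replicate 3 and 0.0310 without mESC KO replicate 1 and Sgce in siNC mESC KO −0.0940 without mESC KO siNC replicate 3 and 0.493 without mESC KO siNC replicate 2. Further ones were Hoxd13 in mESC siNsun2 −0.135 without mESC KO siNC replicate 2 and 0.103 without mESC KO siNsun2 replicate 2 and Gp9 in HSPC shMbd6 −0.00217 without HSPC KO shNC replicate 1 and 0.132 without HSPC KO shMbd6 replicate 1.

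Windows covered over at least 1 kb in every library of a group and no library of the other numbered 36 for untransfected mESC KO, 110 for siNC mESC KO, 3 for mESC siMbd6, 3 for mESC siNsun2, 4 for HSPC KO, 12 for HSPC shMbd6, 0 for K-562 KO, 1 for K-562 siMBD6 and 2 for K-562 siNSUN2. Scaled windows lower in KO and higher after knockdown numbered 5 for mESC siMbd6. With 2.5 kb to each side of a TSS the share of covered bases in gene bodies differed by 0.0358 points for mESC siMbd6. Requiring overlap over at least 50% of the BAP1 peak gave 59.8% for replicate 1 and 60.2% for replicate 2. Keeping BAP1 peaks with −log10 q of at least 5 gave 43.1% for replicate 1 and 48.1% for replicate 2. Retained shares of length with presence in 3 of 3 replicates were 71.1% of mESC WT and 59.3% of mESC KO in the comparison untransfected mESC KO, 8.17% of mESC WT siNC and 52.9% of mESC KO siNC in the comparison siNC mESC KO, 67.1% of mESC KO siNC and 55.1% of mESC KO siMbd6 in the comparison mESC siMbd6, 61.1% of mESC KO siNC and 62.6% of mESC KO siNsun2 in the comparison mESC siNsun2. With the same presence they were 27.1% of HSPC WT shNC in the comparison HSPC KO, 13.6% of HSPC KO shMbd6 in the comparison HSPC shMbd6. Counting regions overlapped over at least 50% of their length, the shares were 73.0% of mESC WT and 71.4% of mESC KO in the comparison untransfected mESC KO, 10.6% of mESC WT siNC and 64.7% of mESC KO siNC in the comparison siNC mESC KO, 21.2% of HSPC WT shNC and 78.0% of HSPC KO shNC in the comparison HSPC KO, 10.4% of HSPC KO shMbd6 in the comparison HSPC shMbd6. By the same count they were 77.9% of K-562 KO siNC and 46.5% of K-562 KO siMBD6 in the comparison K-562 siMBD6, 82.5% of K-562 KO siNC and 39.2% of K-562 KO siNSUN2 in the comparison K-562 siNSUN2. With replicate 1 left out the shares retained in the other group were 70.4% of mESC WT and 64.5% of mESC KO in the comparison untransfected mESC KO, 11.9% of mESC WT siNC and 56.9% of mESC KO siNC in the comparison siNC mESC KO, 65.8% of mESC KO siNC and 59.3% of mESC KO siMbd6 in the comparison mESC siMbd6, 61.3% of mESC KO siNC and 66.2% of mESC KO siNsun2 in the comparison mESC siNsun2. Without it they were also 79.5% of HSPC KO shNC in the comparison HSPC KO, 80.5% of HSPC KO shNC and 13.3% of HSPC KO shMbd6 in the comparison HSPC shMbd6, 58.5% of K-562 WT siNC and 54.5% of K-562 KO siNC in the comparison K-562 KO, 63.4% of K-562 KO siNC and 47.7% of K-562 KO siMBD6 in the comparison K-562 siMBD6. They were, without it, further 66.4% of K-562 KO siNC and 42.2% of K-562 KO siNSUN2 in the comparison K-562 siNSUN2. With replicate 2 left out they were 68.7% of mESC WT in the comparison untransfected mESC KO, 53.7% of mESC KO siNC in the comparison siNC mESC KO, 49.6% of mESC KO siMbd6 in the comparison mESC siMbd6, 57.8% of mESC KO siNsun2 in the comparison mESC siNsun2. Others without replicate 2 were 76.7% of HSPC KO shNC in the comparison HSPC KO, 76.0% of HSPC KO shNC in the comparison HSPC shMbd6, 51.6% of K-562 WT siNC and 61.2% of K-562 KO siNC in the comparison K-562 KO. With replicate 3 left out they were 57.1% of mESC KO in the comparison untransfected mESC KO, 8.70% of mESC WT siNC in the comparison siNC mESC KO, 63.1% of mESC KO siNC in the comparison mESC siMbd6, 57.5% of mESC KO siNC in the comparison mESC siNsun2. Others without replicate 3 were 12.7% of HSPC KO shMbd6 in the comparison HSPC shMbd6, 69.3% of K-562 KO siNC and 44.5% of K-562 KO siMBD6 in the comparison K-562 siMBD6, 75.5% of K-562 KO siNC and 37.4% of K-562 KO siNSUN2 in the comparison K-562 siNSUN2.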

Other observations

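The tests of knockdown against WT cells, the overlap of mESC and HSPC windows, the scaled count of opposite changes and the stratified tests of shares were chosen only after the data were seen. Where HSPCs with Mbd6 knockdown stand against WT cells was compared with limma. Of 4242 windows 606 were higher and 4 lower than in WT, and after scaling to equal covered length 413 were higher and 266 lower. Of the 965 windows lower in KO cells, 4 were still lower than WT after knockdown and 19 were higher than WT. In mESCs 7118 windows were lower and 24 higher than WT after Mbd6 knockdown and 8030 lower and 19 higher after Nsun2 knockdown. Of the 7732 windows lower in KO mESCs, 6783 and 7327 were still lower than WT.

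Windows lower in KO cells of both the siNC mESC and the HSPC experiment numbered 690 among 3952 windows tested in both, where 707 would coincide by chance at these counts. In mESCs 17 windows were lower in KO than in WT and higher after Mbd6 knockdown, where 12.2 would coincide by chance. After scaling there were 5 against 2.51. Both chance counts assume independent comparisons, although the control KO libraries are shared. The covariance of the pair of contrasts was −0.00829 kb² against −0.00875 kb² in simulated unchanged groups with a shared control. This covariance leaves out the shift common to all windows.

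Regions covered in both BAP1 libraries numbered 1032 with a length of 0.417 Mb. Of this length 86.0% was masked sequence and 78.1% lay in regions retained in untransfected WT mESCs. In HSPCs with Mbd6 knockdown H2AK119ub covered 0.0860 Mb of these regions.

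Across experiments, a stratified permutation test gave a masked share 16.3 points higher with TET2 loss over 18 mouse libraries (two-sided p = 0.00025, the smallest these permutations can give). Without the HSPC experiment it was 11.8 points higher over 12 libraries (two-sided permutation p = 0.005, the smallest possible). The TSS share was −7.98 points from WT over 24 libraries (two-sided permutation p = 0.000988). Most of this came from HSPCs (−24.3 points), beside −5.37 in siNC mESCs, −1.73 in K-562 cells and −0.54 in untransfected mESCs. Without HSPCs it was −2.55 points over 18 libraries (two-sided permutation p = 0.0198). These tests and those leaving an experiment out were chosen after the data were seen.

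Spike-in peaks in the groups not named above numbered 75.3 ± 14.8 in untransfected KO and 54.7 ± 11.2 in untransfected WT mESCs. They numbered 133 ± 4.58 in WT K-562 cells (SD, n = 3).

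TSS windows marked in all libraries of one group and none of the other numbered 107 for Mbd6 knockdown in mESCs and 64 for Nsun2 knockdown, where other splits gave up to 214 and 180. For the other knockdowns they numbered 2353 in HSPCs (other splits at most 9), 125 for MBD6 knockdown in K-562 cells (at most 50) and 184 for NSUN2 knockdown there (at most 59). The windows lost after both knockdowns at Fam183b and Lingo4 were measured against the same control libraries, so they are not separate evidence.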
